# Deep Sequencing Analysis of miRNA Expression in Breast Muscle of Fast-Growing and Slow-Growing Broilers

**DOI:** 10.3390/ijms160716242

**Published:** 2015-07-17

**Authors:** Hongjia Ouyang, Xiaomei He, Guihuan Li, Haiping Xu, Xinzheng Jia, Qinghua Nie, Xiquan Zhang

**Keywords:** chicken, miRNA, high throughput sequencing, growth

## Abstract

Growth performance is an important economic trait in chicken. MicroRNAs (miRNAs) have been shown to play important roles in various biological processes, but their functions in chicken growth are not yet clear. To investigate the function of miRNAs in chicken growth, breast muscle tissues of the two-tail samples (highest and lowest body weight) from Recessive White Rock (WRR) and Xinghua Chickens (XH) were performed on high throughput small RNA deep sequencing. In this study, a total of 921 miRNAs were identified, including 733 known mature miRNAs and 188 novel miRNAs. There were 200, 279, 257 and 297 differentially expressed miRNAs in the comparisons of WRRh *vs.* WRRl, WRRh *vs.* XHh, WRRl *vs.* XHl, and XHh *vs*. XHl group, respectively. A total of 22 highly differentially expressed miRNAs (fold change > 2 or < 0.5; *p*-value < 0.05; *q*-value < 0.01), which also have abundant expression (read counts > 1000) were found in our comparisons. As far as two analyses (WRRh *vs.* WRRl, and XHh *vs.* XHl) are concerned, we found 80 common differentially expressed miRNAs, while 110 miRNAs were found in WRRh *vs.* XHh and WRRl *vs.* XHl. Furthermore, 26 common miRNAs were identified among all four comparisons. Four differentially expressed miRNAs (miR-223, miR-16, miR-205a and miR-222b-5p) were validated by quantitative real-time RT-PCR (qRT-PCR). Regulatory networks of interactions among miRNAs and their targets were constructed using integrative miRNA target-prediction and network-analysis. Growth hormone receptor (GHR) was confirmed as a target of miR-146b-3p by dual-luciferase assay and qPCR, indicating that miR-34c, miR-223, miR-146b-3p, miR-21 and miR-205a are key growth-related target genes in the network. These miRNAs are proposed as candidate miRNAs for future studies concerning miRNA-target function on regulation of chicken growth.

## 1. Introduction

Chicken growth traits play a crucial role in poultry production, which is affected by multiple factors, including genetic, nutritional, and environmental features [1]. In the past two decades, many growth candidate genes and quantitative trait loci (QTLs) for chicken growth have been identified [2,3,4,5,6,7]. With the development of next generation sequencing, a number of genome-wide association studies (GWAS) and transcriptome sequencing analyses were performed; more candidate genes and significant SNPs were found to influence chicken growth traits [8,9,10,11,12]. However, there are few studies about other genetic factors affecting chicken growth, such as microRNA regulation and epigenetic inheritance, and the genetic mechanisms of chicken growth are far from clear.

MicroRNAs, a class of non-coding small RNA with 20–23 nucleotides in length, can regulate gene expression by targeting specific sites in the 3′-untranslated region (3′-UTR) of mRNAs [13]. Increasing studies indicate that miRNAs widely control biological and metabolic processes by regulating post-transcriptional gene expression [14,15,16]. Furthermore, variations of microRNA may lead to abnormal function, and change the phenotypic character [17,18]. Until now, chicken has the highest numbers of identified miRNAs in domestic animals; 1058 chicken miRNAs have been identified based on the database of miRase 21.0 [19]. Several studies have found miRNAs associated with embryo development [20,21], cell proliferation [22], immunity function [23,24,25], and skeletal muscle development in chicken [26]. Therefore, miRNAs may play an important role in affecting chicken growth traits.

The aim of the present study was to identify miRNAs associated with growth traits in chicken. Breast muscle tissues of two-tail samples from WRR and XH, which exhibit different growth performance at seven weeks of age, were used for high throughput small RNA deep sequencing to detect the differentially expressed miRNAs.

## 2. Results

### 2.1. Overview of Small RNA Deep Sequencing Data

In this study, three pooled breast muscle tissues for each group of WRRh (the group of Recessive White Rock with high body weight), WRRl (the group of Recessive White Rock with low body weight), XHh (the group of Xinhua Chickens with high body weight) and XHl (the group of Xinhua Chickens with low body weight) were sequenced simultaneously by Illumina Solexa sequencing. 

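Small RNA from breast muscle was sequenced as 4 libraries, 1 each for WRRh, WRRl, XHh and XHl, and each library was made from 1 pool of RNA from 3 female birds aged 7 weeks. There were no replicate libraries, so a difference between 2 libraries cannot be set against the spread between birds of a group, and every test on the reads compares those libraries and not the groups of birds. The authors removed adaptors, reads of low quality and contaminant reads, kept reads of 18 to 32 nt and collapsed identical reads, and deposited each distinct sequence (tag) with its number of reads, without mapping, annotation or normalization. The tags of WRRh, WRRl, XHh and XHl summed to 17136749, 15076456, 10770816 and 13928364 reads. These sums are lower than the clean reads of Table 1, and all levels are given as RPM, reads scaled to 1000000 reads of the file. At these depths 3 reads correspond to 0.175, 0.199, 0.279 and 0.215 RPM. Confidence intervals treat each read as an independent draw and cover counting error only. PCR reads without molecular identifiers are not independent molecules, so the intervals may be too narrow even for that error.
Chicken genome and miRBase sequences were not used here, so the tags were grouped by their own sequence. A tag of 19 to 25 nt with at least 20 reads founded a family, and tags that matched it perfectly, starting at most 2 nt before it and ending at most 5 nt after it, were counted for it. Of 2756 families, 767 were called miRNA-like because the founding tag was 20 to 25 nt long and at least 90% of the overlapping reads started within 1 nt of it. These miRNA-like families were the unit compared, and they can include fragments of other RNAs. Names were given only to families whose read numbers, counted without mismatch or with up to 1, lay within 5% of those printed in Table 2, directly or after multiplying the reads by 2 or 4, or in Table 4, or whose sequence is printed in Figure 6C. The scale of Table 4 was itself chosen so that most of its names joined. This joined 16 of the 20 names of Table 2 and 14 of the 22 of Table 4, against 3 of 460 and 6 of 299 rows whose numbers were shuffled between libraries. The libraries differ in depth, so a shuffled row seldom follows depth as a family of similar RPM in all libraries does. The shuffled rate therefore does not measure false joins between families of similar abundance. Because the names came from the printed read numbers, the levels of the named families are not an independent check of those tables. The grouping and naming rules were set after the tags had been looked at.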

All sequencing data were submitted to the NCBI GEO database with the accession number GSE62971 [27]. A range of 22,080,436 to 16,410,221 raw reads for the four groups was obtained. Firstly, low-quality reads and meaningless reads were filtered out. The quality data for RNA samples are shown in Figure S1. 

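The tags of the 4 libraries summed to 17136749 reads in WRRh, 15076456 in WRRl, 10770816 in XHh and 13928364 in XHl, all of 18 to 32 nt. WRRh was the deepest library and XHh the shallowest, the same order at both ends as the paper's clean reads. At these depths the threshold of 20 RPM used for differential expression corresponds to 343, 302, 215 and 279 reads.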

A total of 20,424,161, 18,160,137, 14,806,039 and 17,295,270 clean reads was obtained for WRRh, WRRl, XHh and XHl, respectively (Table 1). The size distribution of clean reads was assessed for all four groups. 

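In every library 22 nt was the most frequent length, followed by 23, 24 and 21 nt. Reads of 22 nt made up 39.47% of the reads in WRRh, 38.96% in WRRl, 34.21% in XHh and 35.40% in XHl. The range of 21 to 24 nt held 79.6%, 80.1%, 72.4% and 73.6% of the reads. Reads of 26 nt or longer made up 10.7% in WRRl, with WRRh close to it, and 16.0% and 14.4% in XHh and XHl. The difference between breeds was far larger than the 95% Wilson intervals from counting, but with 1 library per group it has no replicate check. Counted over distinct tags in place of reads, 22 nt made up 9.39%, 9.56%, 8.58% and 8.78%.

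**Figure D1:**
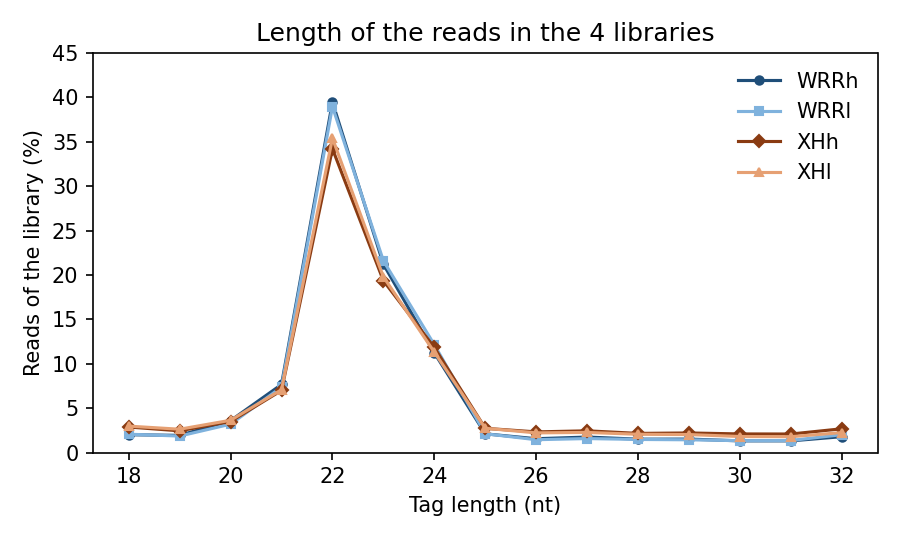
Percent of the reads of each library (vertical axis) by tag length in nt (horizontal axis), with 1 line per library. All 4 lines peak at 22 nt, and the WRRh and WRRl lines are higher there (39.47% and 38.96%) than the XHh and XHl lines (34.21% and 35.40%).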

Small RNA sequence length was mainly concentrated at 21–24 nt, and the length of 22 nt was the maximum size (Figure 1).

**Table 1:** Summary of data generated from small RNA deep sequencing.

Sample	Total Reads	Clean Reads	Unique Reads	Mapped Reads ^a^	Percentage ^b^
**WRRh**	22,080,436	20,424,161	577,820	433,846	75.08%
**WRRl**	19,917,025	18,160,137	513,726	392,323	76.37%
**XHh**	16,410,221	14,806,039	494,539	366,898	74.19%
**XHl**	19,473,651	17,295,270	625,063	482,989	77.27%

^a^ The unique reads mapped in chicken genome; ^b^ The percentage of mapped reads in unique reads.

**Figure 1:**
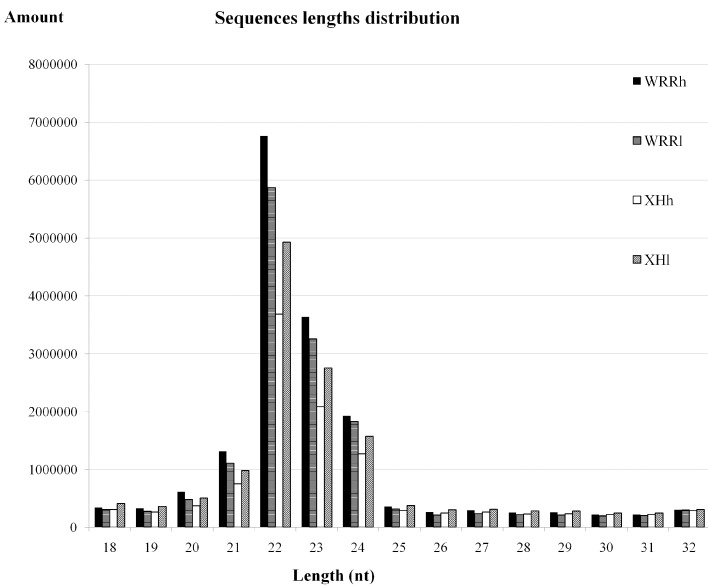
Length distribution and abundance of small RNAs sequences in chicken breast tissue. Clean reads of 18–32 nt for all four groups were assessed for size distribution; and the most abundant size class was 22 nt; followed by 23 and 24 nt.

Then, the clean reads were assembled by groups, giving rise to 577,820, 513,726, 494,539, and 625,063 unique sequences for WRRh, WRRl, XHh, and XHl, respectively (Table 1). 

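Collapsing identical reads left 719249 distinct tags in WRRh, 632561 in WRRl, 631669 in XHh and 770035 in XHl. Most were seen once: 77.6%, 78.2%, 77.4% and 78.3% of the tags of the 4 libraries. Over the libraries together there were 2164309 distinct tags, of which 85.0% occurred in 1 library only. The 98108 tags found in all 4 libraries, 4.53% of the distinct tags, carried between 94.1% and 95.7% of the reads of a library. In every library the distinct tags outnumbered the unique reads of Table 1, although the files hold fewer reads. The tags are therefore not the set of sequences the paper counted, and the reason was not established.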

The unique small RNA reads were mapped to the chromosome by blasting with the chicken genome. Results showed that over 70% of the reads could be perfectly mapped to the chicken genome. Moreover, they were mainly located at chromosome 1 (29.25%), 2 (7.96%), 3 (6.71%), 4 (4.97%), 5 (4.71%) and 7 (9.59%) (Figure 2). Finally, the type and number of sRNA were searched using Rfam databases (rRNA, tRNA, sn/snoRNA, miRNAs, other noncoding RNA). The unique sequences were categorized into seven groups; 71.0% of them were defined as miRNAs, 14% were unmatched, and 15% were other known categories of identified small RNA including rRNA, tRNA, snRNA, snoRNA, *etc.* (Figure 3).

**Figure 2:**
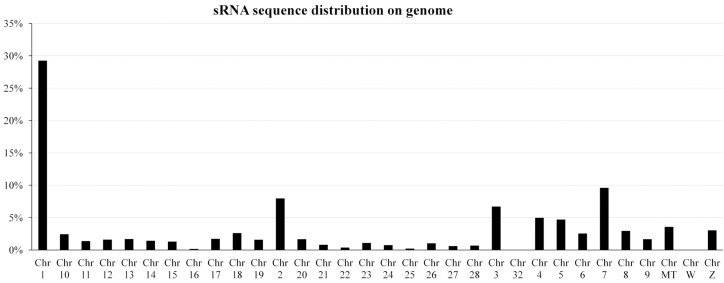
Distribution percentages of unique small RNAs sequences on chicken chromosome. The unique small RNA reads were mapped to chromosome by BLASTing with the chicken genome; and then the percentages of mapped reads of each chromosome in total mapped reads were then calculated. Chr MT: mitochondrial genome.

**Figure 3:**
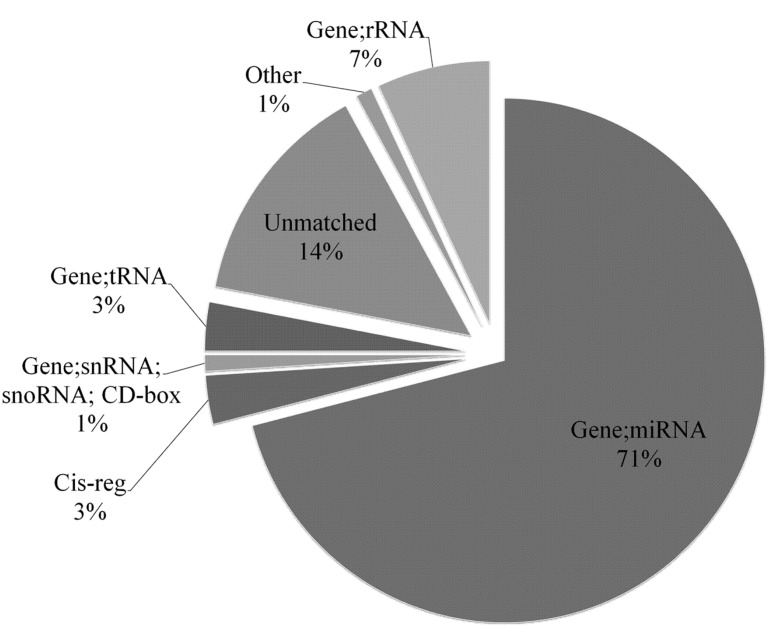
Frequency of unique small RNA distribution among the different categories. The unique sequences were subjected to searches for the types and numbers of sRNA using the Rfam databases (rRNA; tRNA; sn/snoRNA; miRNAs; other noncoding RNA).

### 2.2. Characterization of Known miRNAs and Predicted Novel miRNAs

Known conserved miRNAs were identified from the breast muscle of four groups using miRBase 21.0 (http://www.mirbase.org/), and novel miRNAs were also predicted from unannotated sRNA by miRDeep2 [28]. In this study, a total of 921 miRNAs (733 known mature miRNAs and 188 novel miRNAs) were detected. There were 891 and 797 miRNAs in WRR and the XH chicken each, of which 477 known mature miRNAs were expressed in all four groups (Table S1 in supplementary materials).

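Annotated miRNAs were not counted here. Of the 767 miRNA-like tag families, 725 had at least 1 read in every library. They held 74.3% of the reads in WRRh, 75.0% in WRRl, 65.3% in XHh and 65.3% in XHl.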

The abundance of the miRNAs could reflect differences in the roles of these miRNAs in the regulation of growth. The top 20 abundant known miRNAs in our libraries are listed in Table 2. The most abundant miRNAs is the gga-miR-133 family, which includes gga-miR-133a, gga-miR-133b and gga-miR-133c. 

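The most abundant family in each library was founded by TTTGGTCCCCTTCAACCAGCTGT, to which the read numbers of gga-miR-133a, gga-miR-133b and gga-miR-133c in Table 2 all joined, so the 3 names could not be separated. RefSeq places 4 loci of these names in the GRCg7b assembly: MIR133A1 on chromosome 2 (102133973 to 102134059), MIR133A2 on chromosome 20 (8478611 to 8478706), MIR133B on chromosome 3 (107382762 to 107382845) and MIR133C on chromosome 23 (4704445 to 4704523). The family had 10877706 reads over the libraries and 18.13% of the reads in XHl. The founding tag gave 49.5% of its reads, and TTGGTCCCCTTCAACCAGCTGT, which starts 1 nt later, gave 38.8%. The next family, founded by AAGCTGCCAGTTGAAGAACTGT and joined to gga-miR-22-3p, had 4105201 reads.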

The let-7 family was also expressed abundantly in the breast muscle libraries, five of them (gga-let-7a, gga-let-7c, gga-let-7f, gga-let-7j and gga-let-7k) are in the list of the top 20 abundant miRNAs. 

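The read numbers of gga-let-7a and gga-let-7j in Table 2 differ from each other by about 2 times, and lay within the tolerance of the same 2 near-identical tag families only after the reads counted with up to 1 mismatch were multiplied by 4 and by 2, so only the group of these names can be given. Counts with up to 1 mismatch take in reads of near-identical families, so the join assigns no sequence to either name. The family closest in number was founded by TGAGGTAGTAGATTGTATAGTT and had 761695 reads over the 4 libraries. The founding tag made up 65.8% of these reads, and the tag 1 nt shorter at the 3′ end made up 17.7%. No family joined to gga-let-7c, gga-let-7f or gga-let-7k, and the sequence above may belong to a name that did not join.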

We found that putative novel miRNAs were less abundant than known miRNAs. There were 12 putative novel miRNAs and 131 known miRNAs in the libraries which have read counts greater than 1000 (Table S2 in supplementary materials). 

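Known and predicted miRNAs could not be told apart without annotation. More than 1000 reads were found for 142 miRNA-like tag families in WRRh, 141 in WRRl, 107 in XHh and 119 in XHl. In total 152 families passed 1000 reads in at least 1 library and 104 in every library. When the reads of the 4 libraries were added, 214 families passed.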

The predicted secondary structures of the two most abundant novel miRNAs are shown in Figure S2. Comparing the chicken miRNAs sequences, heterogeneity at the 5′ and/or 3′ ends of miRNAs was observed (Figure S3). These variations of miRNAs from their miRBase reference sequences are referred to as isomiRs [29]. 

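The ends of the tags were compared within 381 miRNA-like families with at least 200 reads. In the median family 96.9% of the reads had the 5′ end of the founding tag and 56.3% had its 3′ end. The miRNA-like rule asks for at least 90% of reads starting within 1 nt, and counted tags may end up to 5 nt after the founding tag. Part of this contrast is therefore set by the rules. The 5′ end was less uniform in some abundant families: it was shared by 55.7% of the reads in the family joined to gga-miR-133 and by 68.9% in that joined to gga-miR-199-3p.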

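The family joined to gga-miR-205a had 1822 reads over the 4 libraries in 19 tags, of which 6 had at least 10 reads. Its most abundant tags were TCCTTCATTCCACCGGAGTCTGT with 794 reads (43.6%) and TCCTTCATTCCACCGGAGTCTG with 750 reads (41.2%), which differ by 1 nt at the 3′ end. RefSeq lists the locus as MIR205 on chromosome 26 of GRCg7b, from 3112079 to 3112174. The families of gga-let-7c and gga-miR-223 were not identified.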

We found that many miRNAs have various isoforms in chicken breast muscle libraries, and some miRNAs have more than one highly abundant isoform (e.g., gga-let-7c, gga-miR-205a and gga-miR-223). In addition to a few miRNAs (e.g., gga-let-7c), the most abundant isoforms are identical to the reference in miRBase. 

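Across 381 miRNA-like families with at least 200 reads, the number of distinct tags ran from 5 to 530 with a median of 28, and it rose with the reads of the family (Spearman's rho = 0.79 across families, which are not independent replicates). The family joined to gga-miR-133 had the most tags, 530, of which 196 had at least 10 reads and 6 had at least 1% of its reads. When 200 reads were drawn from each family, the median number of tags was 12 and rho was -0.25.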

The most highly expressed miRNAs appear to have a greater number of different isoforms, e.g., 26 isoforms of gga-let-7c were identified.

**Table 2:** The top 20 abundant known miRNAs in chicken breast muscles.

miRNAs	Normalized Reads				Total Reads
	WRRh	WRRl	XHh	XHl	
**gga-miR-133a**	3,558,683	3,069,071	1,997,286	2,607,787	11,232,827
**gga-miR-133c**	3,350,936	2,885,440	1,878,925	2,449,209	10,564,510
**gga-miR-133b**	3,326,848	2,864,578	1,864,721	2,431,274	10,487,421
**gga-let-7a**	1,699,621	1,513,865	857,210	1,133,532	5,204,228
**gga-miR-22-3p**	1,333,233	1,145,421	712,464	988,186	4,179,304
**gga-miR-30a-5p**	1,213,468	1,148,128	790,893	930,507	4,082,996
**gga-miR-26a**	1,212,635	1,054,689	691,456	1,006,522	3,965,302
**gga-miR-30d**	851,887	813,262	583,932	667,002	2,916,083
**gga-miR-181a-6p**	918,452	836,452	485,661	650,836	2,891,401
**gga-miR-10a-5p**	943,686	782,180	420,809	663,401	2,810,076
**gga-miR-10b**	911,725	757,564	398,852	633,567	2,701,708
**gga-miR-30e**	799,679	730,832	501,718	596,218	2,628,447
**gga-let-7j**	848,972	756,205	428,182	566,165	2,599,524
**gga-let-7f**	398,292	363,598	206,995	274,333	1,243,218
**gga-miR-148a**	288,585	300,432	144,015	180,973	914,005
**gga-miR-146c-5p**	224,147	207,782	171,443	132,712	736,084
**gga-let-7k**	211,853	206,518	118,297	155,412	692,080
**gga-let-7c**	242,661	189,820	111,118	139,257	682,856
**gga-miR-199-3p**	168,417	152,158	75,346	121,460	517,381
**gga-miR-126-5p**	139,914	109,805	89,607	86,681	426,007

### 2.3. Identification of Differentially Expressed miRNAs

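The thresholds of the paper were applied to 237 miRNA-like tag families with at least 20 RPM in 1 library, with Fisher's exact test on the reads of the 2 libraries and Benjamini-Hochberg q. The paper's filter is 20 normalized reads, which was taken here as 20 RPM. The reads of Table 4 were 4.526 to 8.200 times those of the files, so on that scale the filter here was far stricter. In WRRh vs. WRRl 46 families were called, 11 higher in WRRh and 35 lower. The imbalance depended on the scaling: it was 15 higher and 20 lower with trimmed mean scaling and 14 and 24 with median-of-ratios scaling. By miRNA-like reads it was 14 and 38, and by the clean reads of Table 1, chosen later, 10 and 29. In XHh vs. XHl 44 were called, 24 higher in XHh and 20 lower. In WRRh vs. XHh 75 were called, 58 higher in WRRh and 17 lower, and in WRRl vs. XHl 82 were called, 64 higher in WRRl and 18 lower. In each comparison far more families passed the p and q thresholds than were called (167 in WRRh vs. WRRl and 187 in WRRl vs. XHl), so the fold change decided most calls. The test covers counting error only and has no replicate check. With an assumed coefficient of variation of 0.4 between libraries the calls were 1, 6, 6 and 6 in the same order, and without the miRNA-like rule, an alternative chosen after seeing the data, they were 134, 111, 442 and 680. With the miRNA-like rule also requiring reads of 25 nt or shorter, chosen after the calls had been seen, they were 30, 28, 56 and 56. Without the miRNA-like rule the direction between breeds was reversed. In WRRh vs. XHh 82 families were higher in WRRh and 360 lower, and in WRRl vs. XHl 95 were higher in WRRl and 585 lower.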

Differentially expressed miRNAs were identified by DEGseq analysis (fold change > 1.5 or < 0.66; *p*-value < 0.05; *q*-value < 0.01), as a result, 200, 279, 257 and 297 miRNAs were detected in four comparisons of WRRh *vs.* WRRl, WRRh *vs.* XHh, WRRl *vs.* XHl and XHh *vs.* XHl, respectively. 

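Within breeds, 19 tag families were called in both WRRh vs. WRRl and XHh vs. XHl, where 8.5 would be shared if the calls were independent. Of these, 9 changed in the same direction with body weight in both breeds and 10 in opposite directions. This balance depended on which families were counted: with the rule that also requires reads of 25 nt or shorter, adopted after the calls had been seen, 11 were shared, 8 in the same direction and 3 in opposite directions. Between breeds, 49 families were called in both WRRh vs. XHh and WRRl vs. XHl, where 25.9 would be shared by independence, and 44 of them changed in the same direction. Across families, the log2 fold changes of the within-breed comparisons had a Spearman's rho of 0.04, and those of the between-breed comparisons 0.43. Families are not independent replicates. A limma fit of breed and weight class to the 4 libraries, with 1 residual degree of freedom, called 0 of 237 families for body weight (13 at unadjusted p under 0.05, where 11.9 would arise by chance) and 1 for breed (48 at unadjusted p under 0.05). With the rule on reads of 25 nt or shorter it called 0 of 188 for body weight (17 at unadjusted p under 0.05, where 9.4 would arise by chance) and 30 for breed.

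**Figure D2:**
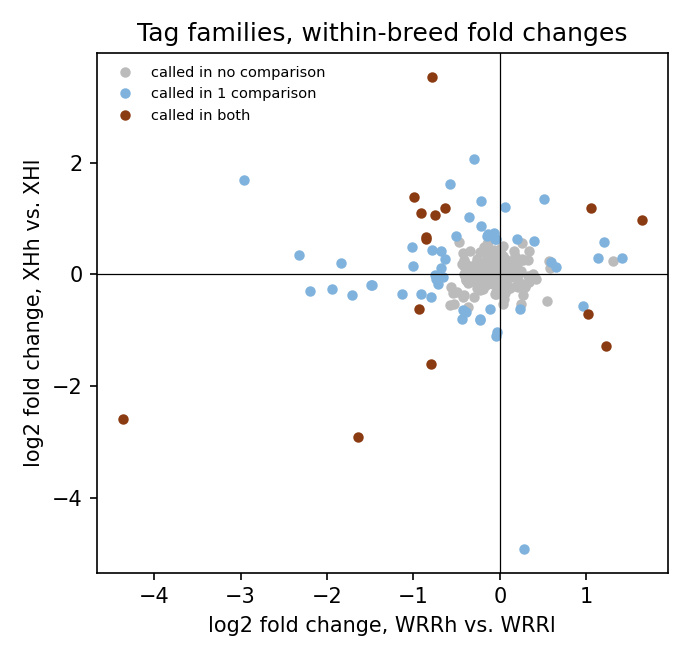
Each point is a miRNA-like tag family, with its log2 fold change in WRRh vs. WRRl on the horizontal axis and in XHh vs. XHl on the vertical axis. Colours separate families called in no comparison, in 1 and in both; the families called in both lie in all quadrants (9 in the same direction and 10 in opposite directions, those with 0 reads in a library not drawn).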

Multiple comparisons revealed 80 miRNAs within breeds (WRRh *vs.* WRRl and XHh *vs.* XHl), and 110 miRNAs between breeds (WRRh *vs.* XHh and WRRl *vs.* XHl). The details of differentially expressed miRNAs are shown in Table S3 in supplementary materials. Among them, moreover, 26 miRNAs (including 10 known miRNAs of miR-122, miR-1329-3p, miR-1587, miR-1736-3p, miR-1769-3p, miR-1769-5p, miR-1773-5p, miR-205a, miR-31 and miR-375) were found in all four comparisons (Table 3). Furthermore, we focused on the miRNAs that were both abundant (read counts > 1000) and highly differentially expressed (fold change > 2 or < 0.5; *p*-value < 0.05; *q*-value < 0.01) in our comparisons, and found that 22 miRNAs met the standards (Table 4).

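In the files, 10 miRNA-like tag families were called in all 4 comparisons. Of the 10 known miRNAs listed, gga-miR-205a and gga-miR-1769-3p had a tag family joined to them. The family of gga-miR-205a was called in all 4, with log2 fold changes of 1.06 in WRRh vs. WRRl, 1.19 in XHh vs. XHl, 1.37 in WRRh vs. XHh and 1.50 in WRRl vs. XHl. The family of gga-miR-1769-3p had 77 reads in WRRh and 197 in WRRl, below 20 RPM in every library, so the filter kept it out of the calls. Its log2 fold change was -1.54 in WRRh vs. WRRl (95% interval -1.92 to -1.16) and 1.30 in WRRl vs. XHl (0.91 to 1.68). The families called in all 4 also included 4 with 0 reads in XHh. The largest of them, of 22 nt, had 5792 reads in WRRh, 9070 in WRRl and 1630 in XHl. With the rule that also requires reads of 25 nt or shorter, chosen after the calls had been seen, 6 families were called in all 4.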

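With the same thresholds, 32 miRNA-like tag families were abundant and highly differentially expressed in at least 1 comparison, 6 of them with a name. The cut of 1000 was applied to the reads of the files. The reads of Table 4 were 4.526 to 8.200 times larger by the factors used to join names. The cut was therefore stricter here, and some families joined to Table 4 did not reach it. In WRRh vs. WRRl the largest changes were those of ATGACCTATGAATTGACAGACT (2911 and 11748 reads, log2 fold change -2.20), of the family of gga-miR-222b-3p (491 and 1212 reads, -1.49, 95% interval -1.64 to -1.34) and of that of gga-miR-155 (1052 and 2575 reads, -1.48, 95% interval -1.58 to -1.37). In WRRl vs. XHl the family of gga-miR-222b-3p had 1212 and 113 reads (log2 fold change 3.31, 95% interval 3.03 to 3.59). A family founded by CTTGCCCCCCCCTCTAGCCCGACA had 119 reads in XHh and 4657 in XHl (log2 fold change -4.92) and 92 in WRRl (-5.78 against XHl). Its sequence differs from that of a more abundant family, CTTGCCCCCCCTCTAGCCCGACAAA (66268 and 33894 reads in XHh and XHl), in the length of a run of C, and reads of that family with an added C were not told apart from a separate RNA. In WRRh vs. XHh, CATCTATGATGATCCTATCCCGAAC had 1167 and 4283 reads (-2.55), and in XHh vs. XHl, GCATTGTGGTTCAGTGGTAGAATTC had 10268 and 5085 (1.38). A family of 20 nt had 1 read in WRRh and 0 in WRRl against 2070 in XHh and 2293 in XHl. When tags with up to 1 mismatch were counted, its log2 fold change shrank from -11.69 to -1.59 in WRRh vs. XHh. In WRRl vs. XHl it shrank from -12.28 to -0.78. Such a count takes in near-identical families, with 748, 810, 633 and 196 and with 701, 935, 0 and 218 reads in WRRh, WRRl, XHh and XHl. The smaller values therefore do not show a weaker difference for this sequence itself. The family of 22 nt without reads in XHh was among the 3 largest in XHh vs. XHl and WRRh vs. XHh. Sequences are not printed for families missing from a library, since their origin was not established. For some of them the closing part gives the substitution relative to a printed sequence.
The other families joined to names of Table 4 had these log2 fold changes: gga-miR-194 -2.33 in WRRh vs. WRRl, -0.88 in WRRh vs. XHh and 1.81 in WRRl vs. XHl; gga-miR-147 -1.71 in WRRh vs. WRRl and 1.77 in WRRl vs. XHl; gga-miR-1329-5p -1.84 and 3.39 in the same comparisons; gga-miR-1416-5p 1.02 in XHh vs. XHl and 1.75 in WRRl vs. XHl; gga-miR-142-5p, which was not miRNA-like by the start of its reads and so not among the calls, 1.21 in WRRh vs. XHh and 1.48 in WRRl vs. XHl. Below the filter of 20 RPM, the family joined to both gga-miR-34b and gga-miR-34c had -5.90 in XHh vs. XHl and -2.72 in WRRl vs. XHl, and gga-miR-9-3p -3.74 and -3.76.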

**Table 3:** Statistics of significant differently expressed miRNAs.

Sample 1 *vs.* Sample 2	Up ^a^	Down ^b^	Total	Shared	
**WRRh *vs.* WRRl**	116 (47)	84 (24)	200 (71)	80 (22)	26 (16)
**XHh *vs.* XHl**	129 (44)	150 (40)	279 (84)		
**WRRh *vs.* XHh**	130 (31)	127 (47)	257 (78)	110 (39)	
**WRR *vs.* XHl**	137 (41)	160 (60)	297 (101)		

^a^ The numbers of miRNAs expressed in sample 1 more than sample 2; ^b^ The numbers of miRNAs expressed in sample 1 were lower than sample 2. The value in brackets is the number of novel miRNAs. WRRh *vs.* WRRl indicated the comparison between the two-tail samples of Recessive White Rock; XHh *vs.* XHl indicated the comparison between the two-tail samples of Xinhua Chickens; WRRh *vs* XHh indicated the comparison between the groups of Recessive White Rock and Xinhua Chickens with high body weight; WRRl *vs.* XHl indicated the comparison between the groups of Recessive White Rock and Xinhua Chickens with low body weight.

**Table 4:** Differently expressed miRNAs and their candidate target genes.

miRNAs	Normalized Reads		Fold Change	Target Gene
	Sample 1	Sample 2		
**gga-miR-1329-5p**	WRRh 459	WRRl 1582	0.29	*EDNRB*; *WWP2*
	WRRl 1582	XHl 174	9.07	
**gga-miR-1416-5p**	XHh 5680	XHl 2721	2.09	*CTGF*; *CXCL12*
	WRRl 8061	XHl 2721	2.96	
**gga-miR-142-5p**	WRRh 108,463	XHh 54,059	2.01	*FOXO3*; *ITGA8*
	WRRl 173,442	XHl 71,860	2.41	
**gga-miR-146b-3p**	WRRl 5800	XHl 2404	2.41	*TNNC1*; *AKT1*; *GHR*
**gga-miR-146b-5p**	WRRl 191,004	XHl 71,169	2.68	–
**gga-miR-147**	WRRh 882	WRRl 2824	0.31	–
	WRRl 2824	XHl 928	3.04	
**gga-miR-155**	WRRh 5205	WRRl 14,058	0.37	*ACTA1*; *AKT1*; *EDNRA*
	WRRh 5205	XHh 1759	2.96	
	WRRl 14,058	XHl 2018	6.97	
**gga-miR-1744-3p**	WRRh 2359	WRRl 740	3.19	*TMOD1*; *EDN3*
**gga-miR-1769-3p**	WRRh 377	WRRl 1120	0.34	*DMD*; *BMP10*
	WRRl 1120	XHl 498	2.25	
**gga-miR-184**	WRRh 382	XHh 1735	0.22	*COL11A1*
**gga-miR-194**	WRRh 946	WRRl 4669	0.20	*MYBPC3*; *GCG*
	WRRh 946	XHh 1981	0.48	
	WRRl 4669	XHl 1470	3.18	
**gga-miR-204**	XHh 2762	XHl 5848	0.47	*MYO6*; *PDGFRA*; *SOCS3*
**gga-miR-205a**	WRRh 4900	WRRl 2281	2.15	*CISH*; *IFNG*
	WRRh 4900	XHh 2137	2.29	
	WRRl 2281	XHl 940	2.43	
**gga-miR-21**	WRRh 489,673	WRRl 1,060,669	0.46	*CISH*
	WRRl 1,060,669	XHl 360,267	2.94	
**gga-miR-222b-3p**	WRRh 2477	WRRl 6641	0.37	*ITGB1*
	WRRh 2477	XHh 658	3.77	
	WRRl 6641	XHl 791	8.40	
**gga-miR-223**	WRRl 10,225	XHl 4004	2.55	*MYH10*; *ADAM17*; *FOXO3*
**gga-miR-34b**	XHh 41	XHl 1750	0.02	*MYH10*; *BMP10*
	WRRl 218	XHl 1750	0.12	*STRAP*; *THY1*
**gga-miR-34c**	XHh 41	XHl 1750	0.02	*MYH7B*; *APP*
	WRRl 218	XHl 1750	0.12	*THY1*; *COL11A1*; *SOCS3*; *GCG*
**gga-miR-383**	WRRh 373	1603	0.23	*MYH7*; *APP*; *ITGA8*
**gga-miR-499**	WRRl 1754	XHl 6084	0.29	*ADAM17*; *FLNB*
**gga-miR-9-3p**	XHh 82	XHl 1177	0.07	*ACTG1*
	WRRl 81	XHl 1177	0.07	
**gga-miR-9-5p**	XHh 1036	XHl 3095	0.33	*TGFB2*

The miRNAs were both abundant (read counts > 1000) and highly differentially expressed (fold change > 2 or < 0.5; *p*-value < 0.05; *q*-value < 0.01) in our comparisons; the target genes were involved in growth related gene interaction networks.

To verify the RNA-Seq data, the differential expression of four miRNAs including miR-223, miR-16, miR-205a and miR-222b-5p were validated by qRT-PCR among all four comparisons (Figure 4). 

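Of the 4 miRNAs, only gga-miR-205a had a tag family joined to it. Its 1010 reads in WRRh, 427 in WRRl, 246 in XHh and 139 in XHl gave 58.9, 28.3, 22.8 and 9.98 RPM, and it was higher in the first library of every comparison. The log2 fold change was 1.37 in WRRh vs. XHh (95% interval 1.17 to 1.57), 1.06 in WRRh vs. WRRl (0.89 to 1.22), 1.50 in WRRl vs. XHl (1.23 to 1.78) and 1.19 in XHh vs. XHl.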

In general, except for miR-222b-5p in XHh *vs.* XHl contrast, the expression patterns of these four miRNAs were consistent with the RNA-Seq results, indicating that the deep sequencing results were reliable and appropriate for further analysis.

**Figure 4:**
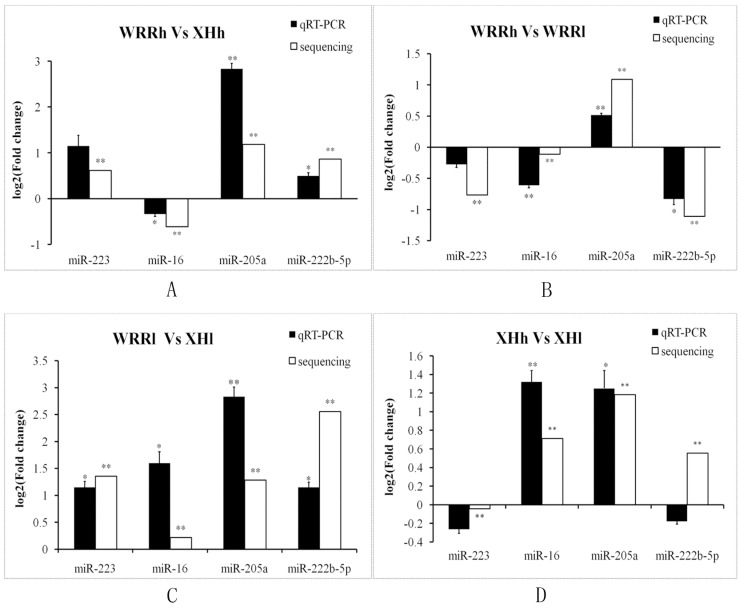
qRT-PCR validation of four differentially expressed miRNAs in all four comparisons. (**A**) WRRh *vs*. XHh; (**B**) WRRh *vs.* WRRl; (**C**) WRRl *vs.* XHl; (**D**) XHh *vs.* XHl. qRT-PCR reactions were run in triplicates and presented as means ± S.E.M. The Student’s *t*-test was used to compare expression levels among different groups. * *p* < 0.05; ** *p* < 0.01. WRRh *vs.* WRRl indicated the comparison between the two-tail samples of Recessive White Rock; XHh *vs.* XHl indicated the comparison between the two-tail samples of Xinhua Chickens; WRRh *vs.* XHh indicated the comparison between the groups of Recessive White Rock and Xinhua Chickens with high body weight; WRRl *vs.* XHl indicated the comparison between the groups of Recessive White Rock and Xinhua Chickens with low body weight.

### 2.4. Target Gene Prediction, Function Annotation and Network Analysis

Through miRanda and RANhybrid, a total of 22,194 consensus potential miRNAs targets were obtained for all differentially expressed miRNAs. For all potential targets, GO annotation and KEGG pathway analysis were performed to identify functional modules. The GO results showed that 16,428 genes were involved in the categories and 502 biological process categories were significantly enriched (*p* < 0.05). The top 29 GO terms with enriched genes over 1000 were listed in Table S4 in supplementary materials. Pathway analysis of all targets revealed that 65 KEGG pathways were significantly enriched (*p* < 0.05), including 13 in WRRh *vs.* WRRl, 12 in XHh *vs.* XHl, 8 in WRRh *vs.* XHh, and 15 in WRRl *vs.* XHl (Table S5 in supplementary materials). Lysosome and metabolic pathways were enriched in all four comparisons.

For the 22 highly differentially expressed miRNAs (Table 4), 3151 potential targets were obtained by both miRanda [30] and RNAhybrid [31]. The further GO analysis for these targets showed that 192 biological process categories were significantly enriched (*p* < 0.05). The important growth-related GO terms are listed in Table 5, and are involved in regulation of growth, cell growth, muscle cell differentiation and development, and the transforming growth factor beta receptor signaling pathway. These GO terms contained 87 target genes, and their interactions were predicted using database of STRING 9.1 [32]. Two possible regulatory networks of interactions among miRNAs and their targets were constructed (Figure 5). A total of 20 miRNAs and 34 targets (Table 4) were involved in the two networks presented. Most of these 20 miRNAs have rarely been identified for their functional role in growth or muscle development. However, a number of their target genes have been reported to play a key role in regulation of growth, such as *GHR*, *CISH*, *SOCS3*, *APP*, *TGFBR2*, *AKT1* and *FOXO3*, *etc*. [33]. These miRNAs could participate in the regulation of growth through their target genes. For instance, gga-miR-34c has six targets in the present network, including *SOCS3*, *GCG*, *APP*, *THY1*, *COL11A1* and *MYH7B*; gga-miR-146b-3p was predicted to target *GHR* and *AKT1*; gga-miR-223 was predicted to target *FOXO3* and *ADAM17*; and the predicted target gene of gga-miR-9-5p was *TGFBR2*.

**Table 5:** Growth related biological processes identified by GO analysis for target genes of 22 highly differentially expressed miRNAs.

GO Accession	GO Terms	Gene Numbers	Fold Enrichment	*p* Value
GO:0040008	regulation of growth	29	1.5	0.016
GO:0001558	regulation of cell growth	16	1.8	0.019
GO:0045927	positive regulation of growth	11	2	0.029
GO:0030307	positive regulation of cell growth	5	3.1	0.025
GO:0017015	regulation of transforming growth factor β receptor signaling pathway	5	2.8	0.034
GO:0055001	muscle cell development	11	2.4	0.034
GO:0051146	striated muscle cell differentiation	13	1.8	0.040
GO:0060415	muscle tissue morphogenesis	6	2.7	0.049
GO:0003012	muscle system process	13	1.8	0.049
GO:0060537	muscle tissue development	17	1.6	0.036
GO:0055002	striated muscle cell development	8	2.1	0.035
GO:0014706	striated muscle tissue development	16	1.5	0.027

**Figure 5:**
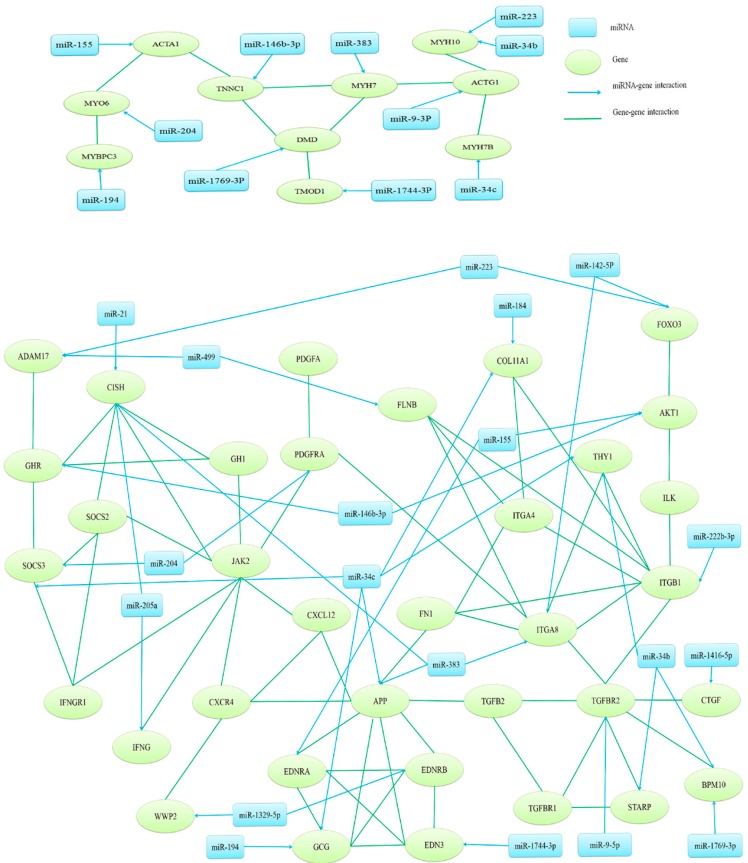
Interaction network of highly differentially expressed miRNAs and their potential targets. Candidate miRNA targets were obtained from growth related GO terms; and target–target pair interactions were searched using the STRING database. In the network; blue nodes denoted miRNAs and blue arrows denoted miRNA-target interaction; green nodes denoted targets and green lines denote target–target interaction.

### 2.5. Validation of miR-146b-3p Targeted GHR Gene

DF-1 cells were transfected with miR-146b-3p mimics or inhibitor, and then the expression levels of miR-146b-3p and the *GHR* gene were detected after 48 h. The results show that overexpression of miR-146b-3p downregulated *GHR* mRNA expression (Figure 6A), and that the inhibition of endogenous miR-146b-3p increased *GHR* mRNA expression (Figure 6B). We constructed two dual-luciferase reporters with the wild-type or mutant of *GHR* inserted at the 3′ end of the firefly luciferase gene (Figure 6C). Dual-luciferase reporters assay showed that miR-146b-3p significantly reduced the firefly luciferase activity of the wild-type GHR reporter (*p* < 0.05) compared with no-insert control (Figure 6C). Furthermore, when miR-146b-3p was co-transfected with the mutant reporter, the firefly luciferase activity was only slightly decreased (*p* > 0.05) compared with the no-insert control. 

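The sequence printed for miR-146b-3p in Figure 6C was found in 1 tag family, founded by TGCCCTATGGATTCAGTTCTG. The founding tag starts 2 nt before the printed sequence, ends 1 nt before its 3′ end and has 0 mismatches to it over 19 nt. RefSeq lists MIR146B on chromosome 6 of GRCg7b from 23929095 to 23929199, and GHR on chromosome Z from 13962241 to 14094496. The family had 790 reads in WRRh, 1142 in WRRl, 261 in XHh and 382 in XHl, or 46.1, 75.8, 24.2 and 27.4 RPM. In WRR the fold change of high against low body weight was 0.61 (95% interval 0.56 to 0.67; Fisher's exact test, two-sided, p = 2.3e-27). In XH it was 0.88 (0.75 to 1.03; Fisher's exact test, two-sided, p = 0.13), a difference that was not detectable at this depth. The WRR log2 fold change of -0.72 no longer passed the fold change threshold with trimmed mean scaling (-0.53), median-of-ratios scaling (-0.59) or no normalization (-0.53), and it was not called with an assumed coefficient of variation of 0.2 or 0.4. With that of the residuals (0.159), an alternative chosen after seeing the data, it kept the fold change and p thresholds. The same was seen with the other settings run. The q threshold was not part of this check, so a call with that of the residuals is not shown. The 2 tests compare single libraries. GHR mRNA is not covered by these small RNA libraries. The paper measured miR-146b-3p and GHR by qPCR in its samples, and takes the results to indicate a negative relationship.

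**Figure D3:**
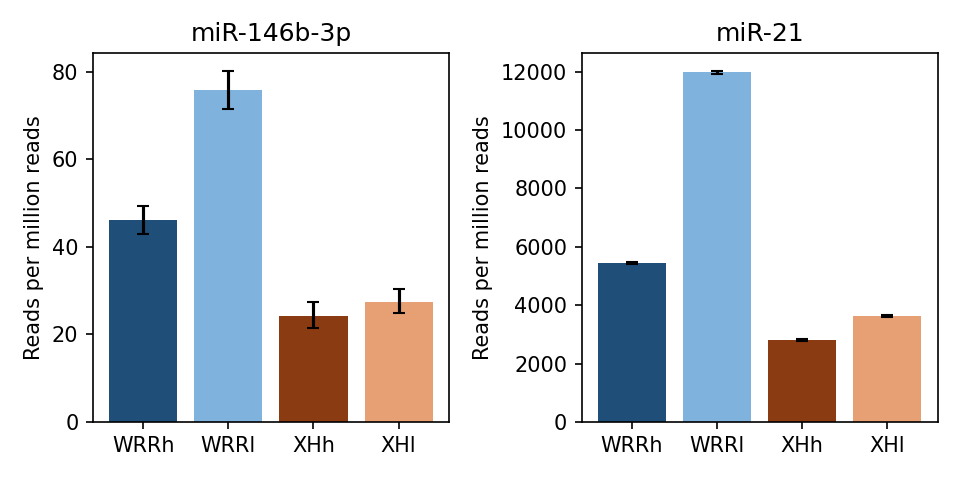
RPM (vertical axes, starting at 0) of the tag families of miR-146b-3p (left) and miR-21 (right) in the 4 libraries, with 95% Wilson intervals from counting as error bars. For miR-146b-3p the WRRl bar (75.8) stands above WRRh (46.1), while the intervals of XHh (24.2) and XHl (27.4) overlap.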

The expression of miR-146b-3p and *GHR* were detected in our sequencing samples, and the results indicate that their expression reveals a negative relationship (Figure 7). The expression of miR-146b-3p was higher (*p* < 0.05) in chickens with low body weight than those with high body weight in both WRR and XH chickens (Figure 7B), while the expression of *GHR* was higher in chickens with high body weight than those with low body weight (Figure 7C). These results indicated that the predicted site of *GHR* is a target of miR-146b-3p.

**Figure 6:**
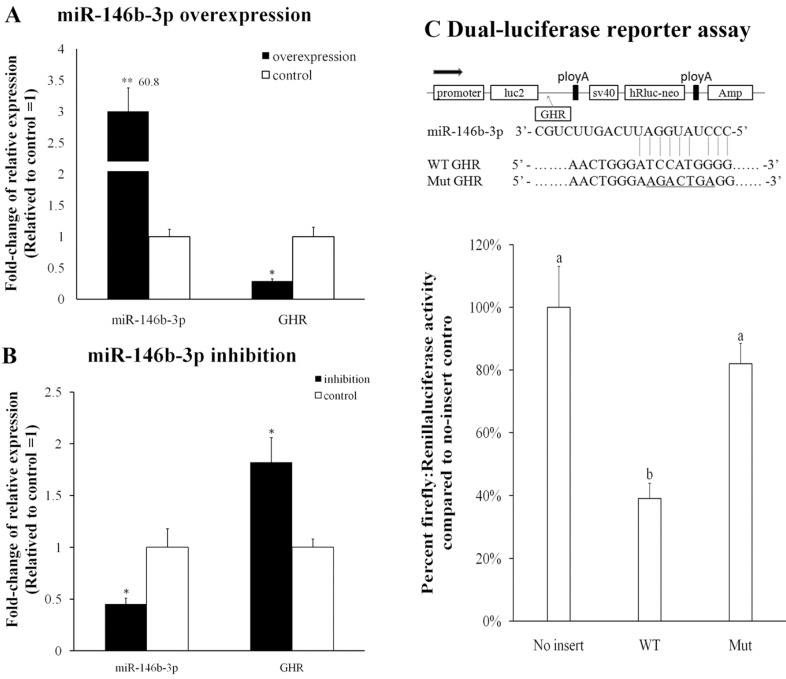
*GHR* is a target of miR-146b-3p in chickens. (**A**) The mRNA expression of *c-GHR* is significantly reduced after miR-146b-3p transfection in DF-1; (**B**) The mRNA expression of *c-GHR* is significantly increased after miR-146b-3p inhibitor transfection in DF-1; (**C**) DF-1 cells were transfected with miR-146b-3p mimic and co-transfected with no-insert control; *c-GHR* wild-type or mutant luciferase reporters. The predicted binding site and mutated site of miR-146b-3p in *c-GHR* is shown. All of the results are expressed as the mean ± S.E.M. of three replicates. * *p* < 0.05; ** *p* < 0.01; ^a,b^ *p* < 0.05. WT indicates *c-GHR* wild-type luciferase reporter and Mut indicates *c-GHR* mutant luciferase reporter.

**Figure 7:**
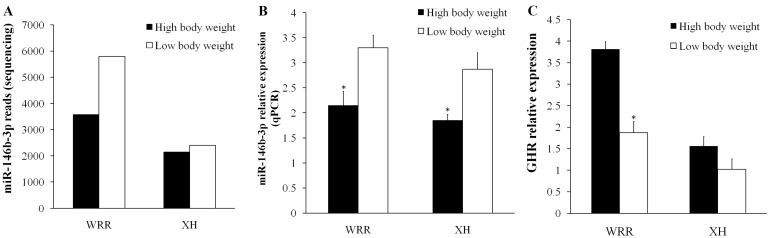
The expression of miR-146b-3p and GHR in breast muscle of two-tail samples of WRR and XH. (**A**) The reads of miR-146b-3p in four sequencing samples; (**B**) The expression of miR-146b-3p in two-tail samples of WRR and XH detected by qPCR; (**C**) The expression of *GHR* in two-tail samples of WRR and XH detected by qPCR. All of the results are expressed as the mean ± S.E.M. of three replicates. * *p* < 0.05.

## 3. Discussion

Small RNA sequencing can uncover miRNAs expression at an overall level; it has become a useful tool for identifying functional miRNAs. Many miRNAs have been identified as being associated with animal growth performance by high-throughput sequencing [26,34,35]. In this study, we firstly reported the miRNAs expression profiles of chicken breast muscle between fast-growing and slow-growing chicken breeds. The sequence analysis showed that the main size of small RNAs in chicken breast muscle was 21–24, and 22 nt is the predominant size. This result was consistent with the known 19–24 nt range for miRNAs, and previous studies in chicken skeletal muscle and ovary also have similar findings [36,37]. In our sequencing libraries, a total of 921 miRNAs were detected, including 733 known miRNAs and 188 novel miRNAs. The three miRNAs of the gga-miR-133 family (gga-miR-133a, gga-miR-133b and gga-miR-133c) were the most abundant miRNAs in our breast muscle libraries. Previous studies showed that miR-133a was specifically expressed in muscle and regulates the process of skeletal muscle proliferation [38]. Overexpression of miR-133 could inhibit myoblast differentiation, but promotes myoblast proliferation by targeting *SRF* (serum response factor) [39]. The other abundantly expressed miRNAs family in our libraries was gga-let-7, which also was reported to have abundant expression in chicken skeletal muscle [40]. The family of let-7 miRNAs has been shown to play vital roles in mediating cell proliferation and differentiation, in particular, gga-let-7b has demonstrated a role in growth regulation through targeting *GHR* [26]. Of the top 20 abundantly expressed miRNAs identified, some, such as miR-133, miR-10b, miR-26a, miR-30e and gga-miR-30a were also abundantly expressed in chicken somites [41].

miRNAs have an important role in muscle tissues during embryonic development and miR-133, miR-1 and miR-206 are crucial regulatory factors during myogenesis [19,38,42,43]. In the present study, gga-miR-133 was expressed most highly in our samples, which indicated that it might also play a key role in chicken postnatal stages. Furthermore, miR-206 was also abundantly expressed in our samples, while miR-1 was not. These results suggest that some miRNAs might regulate muscle tissues during all development process, whereas some might play a key role only during a special muscle development stage. Differentially expressed miRNAs were confirmed by qPCR analysis. The good correlation between the two methods indicated that deep sequencing results were credible. A total of 22 highly differentially expressed miRNAs (fold change > 2 or < 0.5; *p*-value < 0.05; *q*-value < 0.01), which also have abundant expression (read counts > 1000) were found in our comparisons. Among these miRNAs, miR-21 was found to be highly expressed in many species, and associated with cardiac disease and a wide variety of human cancers [44,45]. In this study, miR-21 was upregulated in low-body weight of both WRR and XH chickens. 

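The tag family joined to miR-21, founded by TAGCTTATCAGACTGATGTTGACT, had 93481 reads in WRRh, 180613 in WRRl, 30312 in XHh and 50377 in XHl. RefSeq lists MIR21 on chromosome 19 of GRCg7b from 7850810 to 7850906. In WRRh vs. WRRl the fold change was 0.46 (95% interval 0.45 to 0.46). In XHh vs. XHl it was 0.78 (0.77 to 0.79), lower in XHh by more than counting error but inside the 0.66 to 1.5 range that was not called. Without normalization the XH log2 fold change was -0.73 in place of -0.36. Between breeds the fold change was 1.94 in WRRh vs. XHh and 3.31 in WRRl vs. XHl.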

Different expression levels of miR-21 were found in chicken skeletal muscle of different growth periods [26], and in skeletal muscle between broiler and layer [37]. One recent study showed that miR-21 can inhibit cell proliferation [46], suggesting that it might be a negative regulatory factor for chicken growth. These highly differentially expressed miRNAs may play a key role in chicken growth traits, and could be used as candidate genes for further study. However, with the exception of miR-21, most of these miRNAs were little known in terms of growth. It is known that the effects of miRNAs are mainly through regulating the expression of target genes [13]. Therefore, target gene prediction, and annotation of their biological function is useful to predict miRNA function. In this study, we used two different methods to predict the targets for the differently expressed miRNAs, and removed the different targets to reduce false-positive predictions. A total of 3151 consensus targets were obtained for the 22 highly differentially expressed miRNAs. The GO result showed that 192 biological process categories were significantly enriched (*p* < 0.05) for these targets, including many growth-related biological processes, such as regulation of growth, cell growth, muscle cell differentiation and development, and transforming growth factor beta receptor signaling pathway.

Regulatory networks of interactions among miRNAs and their targets were constructed by using String 9.1. Many target genes in the present interaction networks have been reported to play a key role in regulation of growth. *GHR* and *GH1* are crucial genes of the hypothalamus-pituitary growth axis, which plays a major role in regulating chicken growth [47,48]. Interaction networks predicted that GHR was a target of miR-146b-3p, and this was confirmed by dual-luciferase reporter assay and qPCR in our study. Chicken miR-146b-3p may regulate muscle growth by inhibiting *GHR* expression. In human, miR-146b was reported to promote myogenic differentiation and modulate multiple gene targets in muscle cells, and might be involved in the pathogenesis of asthma and Myotonic Dystrophy Type-2 [49,50,51]. *SOCS3* and *CISH* interacted with *GHR* directly in the network analysis. As a target of miR-34c, *SOCS3* is a suppressor of cytokine signaling which affects cell proliferation, differentiation, apoptosis, and immunoregulation [52]. *SOCS3* could block insulin signaling by targeting insulin receptor substrate 1 (IRS1) and insulin receptor substrate 2 (IRS2) [53]. It also blocks the JAK/STAT pathway, relying on binding to the janus kinase. *CISH* is a target of miR-21, miR-383 and miR-205a. *CISH* is also a cytokine signaling factor, such as *SOCS3*, which was reported to inhibit GHR-JAK2 signaling to *STAT5b* by interacting with the tyrosine kinase *JAK2* or the cytoplasmic tail of *GHR* [54]. In this network, *AKT1*, another target of miR-146b-3p, was predicted to interact with *FOXO3*. The AKT-FOXO3 pathway has been reported to affect the *IGF1* pathway by regulating miR-1 expression [55]. *FOXO3* is an important member of the transcriptional regulatory factor FOXO family; it was found involved in insulin and the *IGF1* signaling pathway, which has an important role in growth [56]. The transcriptional regulatory activity of *FOXO3* can affect muscle growth, and *FOXO3* knockout mice were shown to have a stronger ability to regenerate muscle [57,58]. miR-223 and miR-142-5p were found to potentially target the *FOXO3* gene in our study. miR-223 was reported to associate with cell growth and proliferation, many signal pathways and various tumors [59,60,61]. It can regulate the expression of *IGF1R* in tumor tissue, and thus act as a potential tumor suppressor [62]. miR-223 was also found to regulate the cell proliferation by decreasing the *FOXO1* gene expression in human [63]. Some studies indicate that miR-142-5p could target and regulate cell cycle related genes, and inhibit vascular smooth muscle cell proliferation by down-regulating cell cycle progression [64,65]. The TGF-β signaling pathway is involved in many cellular processes including cell growth and differentiation [66,67], and the TGF-β signaling gene was also involved in the present network. *TGFBR2* was regulated by miR-9-3p and interacted with *TGFB* and *TGFBR1*. All these investigations indicate that the highly differentially expressed miRNAs are closely related to growth of chicken through interaction with their target genes; further studies are needed to reveal their regulatory mechanisms involved in chicken growth.

## 4. Experimental Section

### 4.1. Ethics Statement

Animal experiments were handled in compliance with and approved by the Animal Care Committee of South China Agricultural University (Guangzhou, China) with approval number SCAU#0011, 3 August 2010. All efforts were made to minimize animal subject suffering.

### 4.2. Sample Preparation

Two chicken breeds, WRR (a breed with a fast growth rate) and XH (Chinese native breed with a slow growth rate), were used for Solexa sequencing. In this study, the animals were the same as those used in our previous research on MeDIP-Seq [68]. Three female birds from each of the two-tail groups of WRR and XH at 7 weeks were selected, and then four groups including WRRh, WRRl, XHh and XHl were generated. The averages of body weight values were 1064.0 ± 11.1, 695.0 ± 24.4, 305.8 ± 23.3, and 207.6 ± 11.1 g for WRRh, WRRl, XHh, and XHl group, respectively. All chickens were euthanized by decapitation for tissues collection. Breast muscle tissues of the 12 individuals were rapidly dissected and immediately placed in liquid nitrogen then stored at −80 °C.

### 4.3. Small RNA Library Construction and Solexa Sequencing

Total RNA was extracted from each breast muscle using Trizol (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The quality and concentration of all twelve RNA samples were determined by 1.5% agarose gel electrophoresis and absorbance at A260/280 ratio, and then divided to four mixed RNA pools for WRRh, WRRl, XHh, and XHl. Subsequently, 20 µg of total RNA were purified by denaturing 15% PAGE to enrich for 16–32 nt small RNAs, and then ligated with proprietary adapters. The ligated products were purified and reverse transcribed to cDNA to produce libraries. Finally, the libraries were deep sequenced using Genome Analyzer IIx (Illumina, San Diego, CA, USA) at Shanghai Majorbio Bio-pharm Biotechnology Co., Ltd. (Shanghai, China).

### 4.4. Sequence Analysis

The original image figure from sequencing was converted into sequence data (raw reads) by the base-calling step. For all generated raw reads, adaptor sequences, low quality reads (Sanger bases quality < 20), and contaminant reads were removed with the Fastx-Toolkit software [69]. The final data were named as clean reads. Firstly, clean reads from 18–32 nt were counted and the identical sequences eliminated. Subsequently, the assembled unique sequences were identified for the type and number of small RNA (rRNAs, tRNA, sn/snoRNAs, miRNAs, other noncoding RNAs) using Rfam databases 10.1 (http://rfam.sanger.ac.uk/). Meanwhile, the sequences were mapped to chicken genome to annotate the location in the chromosomes using Bowtie [70]. Finally, the remaining sequences were analyzed through BLASTing the miRbase 21.0 (http://www.mirbase.org/), to identify the known miRNAs in chicken. Furthermore, the novel miRNAs were predicted using miRDeep2 (https://www.mdc-berlin.de/8551903/en/) [28] from unannotated sRNAs.

### 4.5. Analysis of Differently Expressed miRNAs

DEGseq package (http://www.bioconductor.org/packages/release/bioc/html/DEGseq.html) was used to analyze differentially expressed miRNAs in this study [71]. The miRNAs expression in each library (WRRh, WRRl, XHh, and XHl) was normalized to obtain the expression of transcripts per million using total clean reads count. If the normalized reads of a given miRNAs is less than 20 in all libraries, it was removed in future differential expression analyses. Two contrasts of WRRh *vs.* WRRl and XHh *vs.* XHl were analyzed, and the fold-changes and *p*-value were calculated from the normalized reads. The differentially expressed miRNAs are identified only if |log2Ratio| > 0.585 (fold-change value > 1.5) and *p*-value < 0.05.

### 4.6. Target Gene Prediction, Pathway and Network Analysis

Both known and novel miRNAs were used to predict the miRNAs potential targets by RNAhybrid (http://bibiserv.techfak.uni-bielefeld.de/rnahybrid/) [31] and miranda (http://www.microrna.org/microrna/home.do) [30]. Only the target genes predicted by both of two methods were considered as reliable targets for further analysis. All target genes of differentially expressed miRNAs were subjected to Gene Ontology (GO) and KEGG pathway enrichment analysis by using DAVID 6.7 Functional Annotation Tool (http://david.abcc.ncifcrf.gov/). The results were filtered based on a Fisher Exact statistic methodology similar to that previously described [72]. Gene interaction analysis was performance by String 9.1 (http://www.string-db.org/) [32], and a medium Pearson Correlation Coefficient (PCC) value of 0.4 was used as a cutoff [73].

### 4.7. RNA Oligonucleotides and Transfection

The miR-146b-3p mimics, inhibitors of miR-146b-3p, mimic NC and inhibitor NC were purchased from GenePharma (GenePharma, Suzhou, China). The DF-1 chicken fibroblast cell line was cultured at 37 °C in high-glucose Dulbecco’s modified Eagle’s medium (Gibco, Grand Island, NY, USA) supplemented with 10% (*v*/*v*) fetal bovine serum (Hyclone, Logan, UT, USA), and 100 μg/mL penicillin/ streptomycin (Invitrogen). Transfection was performed with the Lipofectamine 3000 reagent (Invitrogen) combined with 50 nM of miRNA mimics, 120 nM of inhibitors, and the procedure was performed according to the manufacturer’s instructions.

### 4.8. cDNA Synthesis and Quantitative Real Time PCR (qPCR)

Total RNA of each sample and cultured cells were polyadenylated and reverse transcribed to cDNA using miScript Reverse Transcription kit (Qiagen, Valencia, CA, USA). The miScript SYBR Green PCR kit (Qiagen, Valencia, CA, USA) was used in qPCR to determine the expression of miRNA. U6 and GAPDH genes were chosen as reference genes for miRNAs and gene expression respectively. The primers of miRNAs and related genes were designed by Primer 5.0 (Table S6 in supplementary information), and universal primer of miRNAs was offered by miScript SYBR Green PCR kit. qPCR program was performed in a BIO-RAD CFX96 system (Bio-Rad Laboratories Inc., Hercules, CA, USA) as follows: 95 °C for 2 min; 40 cycles of 95 °C for 10 s, 56 °C for 30 s; 72 °C for 30 s and 72 °C for 1 min. The relative expression level of miRNA was calculated using the comparative 2^−∆*C*t^ (∆*C*t = *C*t_target gene_ − *C*t_U6_). Fold change values were calculated using the comparative 2^−∆∆*C*t^, in which ∆∆*C*t = ∆*C*t (target gene) − ∆*C*t (reference gene). All reactions were run in triplicate and presented as means ± S.E.M. The Student’s *t*-test was used to compare expression levels among different groups.

### 4.9. pmirGLO Dual-Luciferase miRNA Target Expression Vector Construction and Dual-Luciferase Reporter Assay

The sequences of *c-GHR* were amplified from the chicken genome and cloned into the pmirGLO dual-luciferase reporter vector (Promega, Madison, WI, USA) using the *Pme* I and *xho* I restriction sites. The mutant *c-GHR* plasmids were generated through changing the miR-146b-3p binding site from ATCCAT to AAGACT (Figure 7C), and mutagenesis was performed by PCR amplification and DpnI digestion to remove the parental DNA. DF-1 cells were co-transfected with 100 ng of the wild-type, mutant 3′-UTR or no-insert control dual-luciferase reporter and 50 nM of the miR-146b-3p mimic using Lipofectamine 3000 reagent in 96-well plates. After transfection for 48 h, the activities of firefly and Renilla luciferase were analysed using a dual-luciferase reporter assay system (Promega) following the manufacturer’s instructions. The luminescent signal was quantified using a Fluorescence/Multi-Detection Microplate Reader (Synergy 2, Biotek, Winooski, VT, USA) and analyzed with Gene5 software (Biotek, Bad Friedichshall, Germany).

## 5. Conclusions

In the present study, we have characterized the miRNAs expression profile of breast muscle between fast- and slow-growing chickens for the first time. There were 80 and 110 shared differentially expressed miRNAs identified in within-breed comparisons (WRRh *vs.* WRRl, and XHh *vs.* XHl) and across-breed contrasts (WRRh *vs.* XHh, and WRRl *vs.* XHl), respectively. Moreover, there were 26 miRNAs significantly differentially expressed among all four comparisons. We focused on 22 highly differentially expressed miRNAs that also were abundantly expressed. To investigate the functional roles of these miRNAs, GO analysis and the interaction network of these miRNAs and their putative targets were constructed. These integrated analyses may predict several candidates for future studies concerning miRNAs-target function on regulation of chicken growth.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/16/07/16242/s1.

How the deposited data were processed for this re-analysis (not part of the article)

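Breast muscle small RNA of Recessive White Rock and Xinghua birds was measured in 4 libraries (WRRh, WRRl, XHh and XHl), each a pool of 3 birds. The deposited files hold the authors' collapsed tags, with the read count of each distinct sequence of 18 to 32 nt after removal of adaptors, low-quality reads and contaminants. The authors did not normalize these counts, and the files carry no mapping or miRNA names. The counts summed to 17136749, 15076456, 10770816 and 13928364 reads, fewer than the clean reads the authors give in Table 1.

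Tags were read with Python 3.11.15 and grouped without a reference. A tag of 19 to 25 nt with at least 20 reads founded a family unless it overlapped an earlier founding tag by at least 16 nt without mismatch, the last 3 nt not being compared, or with 1 mismatch and under 1/20 of its reads. Tags that matched a founding tag perfectly within 2 nt before and 5 nt after it were counted in full for each family matched. This gave 2756 families from 30099 candidate tags. A family was taken as miRNA-like when its founding tag was 20 to 25 nt long, at least 90% of the overlapping reads started within 1 nt of it, and no family within 2 mismatches had over 100 times its reads, which left 767. The rules of grouping replace the mature miRNA annotation that the tests were designed for. They were set after the tags had been looked at. A first version asked for an exact start in at least 75% of the reads and 20 to 24 nt, and was dropped because it left out families such as those joined to miR-133 and miR-199-3p in Table 2. The rule used was settled before any differential call had been looked at. After the calls had been seen, several called families appeared to be parts of longer RNAs, and a version that also requires reads of 25 nt or shorter (599 families) was run. It changed the number of families that move in the same direction within breeds. Since it was chosen with the calls in view, it is given as an alternative beside the values of the earlier rule and does not replace them.

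Names were taken from the paper alone. A family received a name when its reads, counted without mismatch or with up to 1 mismatch, lay within 5% and 1 read of the numbers printed for at least 3 libraries, in Table 2 directly or at 2 or 4 times the reads, and in Table 4 after 1 factor per library, or when it held the sequence printed in Figure 6C. Other versions of this rule were tried with the number of names joined in view, and the rate for shuffled numbers (0.7% for Table 2 and 2.0% for Table 4) is that of the version used. The factors of Table 4 for WRRh and XHh were those that joined most of its names, and they were not fitted again for the shuffled numbers, so 2.0% may be too low. Neither rate measures false joins between families of similar abundance, because shuffling breaks the profile that library depth gives. Locations of genes are those of RefSeq on GRCg7b and were looked up by name, since the tags were not mapped.

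Fold changes are ratios of RPM, reads scaled to 1000000 reads of the file, with 0.5 added to both counts where 1 was 0. The 2 libraries of each comparison were tested with a two-sided Fisher's exact test (SciPy 1.17.1) and Benjamini-Hochberg q over the 237 families with at least 20 RPM in 1 library. A family was called with a fold change above 1.5 or below 0.66, p below 0.05 and q below 0.01, which are the paper's thresholds. Intervals of 95% are Wilson intervals for shares and normal intervals on the log scale for fold changes. They treat each read as an independent draw and cover counting error only. Reads were amplified by PCR without molecular identifiers, so the intervals may be too narrow even for that error. With 1 library per group no spread between birds can be estimated.

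The effects of body weight and breed were planned as count models. By a rule of procedure the planned model was kept for files with a column of counts, and in these files the counts sit inside sequence headers. They are whole numbers, so a count model could have been fitted. An additive fit of log2(RPM + 1) on breed and weight class was made with limma 3.58.1 in R 4.3.3 instead, with 1 residual degree of freedom and adjusted p below 0.05 as threshold.

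The calls were tested on simulated data in which 200 families changed by a factor of 2. With counting error alone, Fisher's exact test recovered 55 of 55 changed families that passed the filter and called 0 unchanged ones. With the variation between libraries estimated from the residual of breed by weight (coefficient of variation 0.159), it recovered 45 of 53 and called 16 unchanged ones. The limma fit recovered 57 of 58 and called 1 unchanged family. All simulated families had the same coefficient of variation, which suits limma, so this recovery does not describe its power in the data.

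The families tabulated by name start from a rule set before the data were examined: every miRNA for which the paper prints a sequencing value or states a level and whose sequence is given, plus the 3 largest changes among called families with more than 1000 reads in each comparison. Only miR-146b-3p met it by a printed sequence. The other names entered through the join by read numbers, whose rule was not set beforehand. The text gives the families joined to Table 4 and those of the largest changes. Families joined to Table 2 are given only beside sentences that deal with them. Alternatives covered the matching of tags, the scaling of libraries, the filter, the test and the assumed variation between libraries. Shares of tags on the genome and its chromosomes, classes of RNA, known and predicted miRNAs and targets were not analysed here.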

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

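The tests of explanations in this part were chosen after the results had been seen. Abundant tag families moved with body weight in opposite directions in the 2 breeds. GCATTGTGGTTCAGTGGTAGAATTC was lower in WRRh than in WRRl (log2 fold change -0.99) and higher in XHh than in XHl (1.38), a difference of -2.37. For GCATTGGTGGTTCAGTGGTAGAATT the difference was -1.83, for TCCCTGTGGTCTAGTGGTTAGGATT it was -1.81 and for TGAGAACTGAATTCCATAGGCGT it was -1.50. These differences exceed counting error (standard errors of 0.02 to 0.04), but with 1 library per group they were not tested against the variation between libraries. A technical explanation is that fragments of longer RNAs were counted as miRNA-like families. When families with reads longer than 25 nt were left out, 27.3% of the families shared within breeds moved in opposite directions, against 52.6% before. This check is void as a test of fragments. The rule that left families out was made after called families had been seen to look like parts of longer RNAs. Trimmed mean scaling (35.7%) also lowered the share, without leaving out families for their length. Without normalization it was 28.6%, but there library depth shifts every family of a comparison alike. TGAGAACTGAATTCCATAGGCGT stays under the rule on read length, and the other families do not. The pattern cannot be told apart from fragments, from degradation of RNA in 1 pool or from a difference between the breeds.

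Several families were abundant in the files although no entry of Table 2 lay within 5% of their reads. TGAGATGAAGCACTGTAGCTCT had 1645024 reads over the 4 libraries (rank 4 among the miRNA-like families), CAACGGAATCCCAAAAGCAGCTG had 763480 and TATTGCACTTGTCCCGGCCTGT had 568178. Each total is above the smallest total of Table 2, which is 426007 in the paper. The closest entries of Table 2 differed by 25%, 9% and 13% in the library furthest apart. A first version of this search asked for more than 25% and found none, and 5%, the tolerance used for names, was set after that. The first of the families had 36494 RPM in WRRh and 20761 in XHl. They were not named here, so whether the paper counts them under another name or number was not settled, and no biological explanation was tested.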

How the results depend on the processing

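Calls for WRRh vs. WRRl, XHh vs. XHl, WRRh vs. XHh and WRRl vs. XHl, then those shared within breeds, shared between breeds, found in all 4 comparisons, and abundant and high, were 46, 44, 75, 82, 19, 49, 10 and 32. Alternatives not named as later were set before the data were examined. For values that moved, the cause was not tested.

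Counting only tags identical to the founding tag gave 28, 24, 50, 52, 12, 29, 3 and 13. Without normalization WRRh vs. XHh gave 176 and the abundant and high families were 63. Without the filter the first 7 counts were 121, 100, 175, 209, 38, 96 and 16, and with 20 raw reads as the filter they were 121, 103, 176, 205, 38, 94 and 16. An assumed coefficient of variation of 0.2 gave 8, 11, 19, 40, 1, 13, 0 and 20, and one of 0.4 gave 1, 6, 6, 6, 0, 2, 0 and 3. In simulated data the test with the variation of the residuals recovered 18 of 53 changed families when libraries varied and 0 of 55 with counting error only. It misses most changes by a factor of 2, so low counts under an assumed variation do not show that the calls are false. Up to 1 mismatch, split reads, scaling by miRNA-like reads, trimmed mean and median-of-ratios scaling, the MARS test and, chosen later, the clean reads of Table 1 left the 4 comparisons within 1.5 times of their counts.

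Of the alternatives chosen after seeing the data, the coefficient of variation of the residuals gave 16, 17, 27, 50, 3, 18 and 0 for the first 7 counts. All tag families gave 134, 111, 442, 680, 37, 374, 22 and 229. The rule that also requires reads of 25 nt or shorter, chosen with the calls in view, gave 30 and 28 within breeds, with 11 shared and 6 in all 4 comparisons. Under it 72.7% of the families shared within breeds moved in the same direction, against 47.4% with the earlier rule. The share also moved with scaling: it was 64.3% with trimmed mean scaling. Without normalization it was 71.4%, but there library depth shifts every family of a comparison alike, so this value is no evidence on direction. No statement on whether body weight acts in the same direction in both breeds is stable to these choices. Between breeds the share stayed between 87.5% and 100% in every setting run.

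The additive fit called 0 families for body weight (13 at unadjusted p under 0.05, where 11.9 would arise by chance) and 1 for breed. The later rule on read length gave 0 for body weight (17 at unadjusted p under 0.05, where 9.4 would arise by chance) and 30 for breed. DESeq2 was not run.

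The share of 22 nt reads moved from 39.47%, 38.96%, 34.21% and 35.40% to 9.39%, 9.56%, 8.58% and 8.78% of distinct tags, and to 40.50%, 39.97%, 35.44% and 36.61% for tags seen at least 2 times. Of the values for 26 numbers of isoforms, 51 moved when tags needed 10 reads or 1% of the reads. Of the named fold changes 493 values under alternatives kept their direction and side of the fold change and p thresholds, 22 became weaker, 1 stronger and 0 reversed. The q threshold and the filter were not part of this count, so it does not show that calls were kept. A value can shrink much and still keep its side: with up to 1 mismatch the family of 20 nt nearly absent from WRR went from -11.69 to -1.59 in WRRh vs. XHh and from -12.28 to -0.78 in WRRl vs. XHl. That count takes in reads of near-identical families. The additive fit compares the high and low pools within breed, and single birds could not be paired. The alternatives on known miRNAs, genome matches and chromosomes were not run.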

Differences from the paper's values

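The counts of the paper are of known and predicted miRNAs and the counts here of tag families, so they differ in kind. The filter of 20 RPM was also stricter than a cut of 20 on the scale of the reads in Table 4. For WRRh vs. WRRl 46 families were called against the paper's 200 miRNAs, for XHh vs. XHl 44 against 279, for WRRh vs. XHh 75 against 257 and for WRRl vs. XHl 82 against 297, the paper's values being those of Table 3. Shared within breeds were 19 against 80, shared between breeds 49 against 110, and found in all 4 comparisons 10 against 26. For WRRh vs. WRRl, XHh vs. XHl, the families shared within breeds and those in all 4 comparisons, none of the alternatives set before the data were examined closed the gap. For WRRh vs. XHh the counts without normalization (176), without the filter (175) and with 20 raw reads as the filter (176) came within 1.5 times of the paper's. For WRRl vs. XHl those without the filter (209) and with 20 raw reads (205) did, and for the families shared between breeds the same 2 settings (96 and 94). All other alternatives set before the data were examined left these gaps open. With all tag families, chosen after seeing the values, WRRh vs. WRRl (134) and all 4 comparisons (22) came within 1.5 times, while WRRh vs. XHh (442), WRRl vs. XHl (680) and the families shared between breeds (374) went past the paper's counts by more than that.

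The paper's text assigns 3 of the 4 totals to other comparisons than its Table 3 does.

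The paper gives miR-21 as higher in birds of low body weight in both breeds. Here the fold change in XHh vs. XHl was 0.78, in that direction but inside the range that was not called.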

Other observations

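Tests on the scale of Table 4 and on the share of miRNA-like reads were chosen after the results had been seen. So were those on leukocyte miRNAs and near-identical families, and the calls with the coefficient of variation of the residuals. The other tests were chosen before. The rule on read length, the clean reads of Table 1 and all tag families are later settings.

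Families called in both within-breed comparisons moved in the same direction in 47.4% of cases, near the 50 to 50 split expected without a shared effect, although 19 were shared where 8.5 would be by chance. A later rule on read length gave 72.7%, so a body weight effect common to both breeds is neither shown nor excluded. Families called in both between-breed comparisons moved in the same direction in 89.8% of cases. This is what a breed effect shared by both weight classes would give, but the pools of a breed could also share other differences. Scaling by miRNA-like reads left the share at 87.5%.

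Part of the calls may come from variation between libraries, and a single call cannot be told apart from it. The residual of breed by weight had a spread of 0.162 on the natural log scale, against 0.030 from counting, and a real interaction would enter the same residual. In simulated libraries with that variation Fisher's exact test called 16 unchanged families among 214 tested, of which 53 were changed, while between 44 and 82 of 237 were called in the data. With the coefficient of variation the residual gives, the calls fell to 16, 17, 27 and 50, but in simulated data that test recovered only 18 of 53 changes by a factor of 2, and 0 of 55 with counting error only, so the fall does not show which calls come from variation.

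More of the called families were higher in WRR than in XH when scaled by all reads (58 against 17 in WRRh vs. XHh and 64 against 18 in WRRl vs. XHl). The excess shrank with some other scalings. By miRNA-like reads it was 40 against 40 and 50 against 26. By trimmed mean it was 32 against 25 and 34 against 22, and by median-of-ratios 32 against 26 and 35 against 20. By the clean reads of Table 1, chosen later, it stayed, with 63 against 16 and 60 against 16. Without normalization it was 168 against 8 and 77 against 18, where differences in depth enter. In WRRl vs. XHl the median log2 fold change was 0.29 when scaled by all reads and 0.08 when scaled by miRNA-like reads, and -0.83 over all tag families. The step from 0.29 to 0.08 is set by the shares of miRNA-like reads (75.0% in WRRl and 65.3% in XHl) and restates them, so this check is void, and the shift cannot be told apart from that difference in composition.

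Across families the rank correlation of tags with reads was 0.79, and -0.25 after 200 reads were drawn from each family, so the greater number of isoforms of abundant families could come from their depth.

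The reads of Table 4 were larger than those of the files by 4.526, 5.045, 8.200 and 6.134 times in WRRh, WRRl, XHh and XHl. Multiplied by the miRNA-like reads, these factors differed by at most 1.034 times, by all reads of the files by 1.161 times, and by the clean reads of Table 1 by 1.325 times. The factors were chosen to join names, so this is not an independent measurement. The paper's methods name total clean reads, while the factors are consistent with scaling by reads of miRNAs.

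Families of leukocyte miRNAs, from a list made before the data were examined, had a median log2 fold change of -1.31 in WRRh vs. WRRl, at percentile 0.0 of 10000 random lists of similar abundance. The 4 families have names only because the paper prints them as differentially expressed, which favours this outcome, so a larger share of leukocyte RNA in the WRRl pool is not shown.

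A family founded by CCGGCTGGGAGCCGCGATTT had 748, 810, 633 and 196 reads in WRRh, WRRl, XHh and XHl. A family with the substitution G14A, counted from 1 at the 5′ end, had 1, 0, 2070 and 2293 reads, or 76.6% of the pair in XHh and 92.1% in XHl. The same family differs by C13T from another with 701, 935, 0 and 218 reads. Of the 6 pairs found, 4 order by breed, these 2 among them: in the other 2 the second form made up 83.1%, 74.9%, 0.0% and 40.2%, and 67.7%, 48.1%, 0.9% and 24.8%, in WRRh, WRRl, XHh and XHl. The remaining 2 do not, with 70.4%, 0.2%, 11.2% and 0.3%, and 21.2%, 35.8%, 5.5% and 57.4%. A strain or donor variant cannot be told apart from reads of related loci or of another organism without a genome, and 3 birds per pool could give such splits by chance.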
